A study of Mus musculus with 2 samples.

How the data were processed

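Single-cell RNA sequencing was done on leukocytes of the pancreatic islets of NOD mice, a strain that develops autoimmune diabetes, and of NOD mice lacking Cxcl16. Per the labels' protocols, islets were picked by hand from the digested pancreas of females aged 12 weeks, dispersed without enzymes and sorted for live cells positive for the leukocyte marker CD45 and negative for the endothelial marker CD31. Libraries were made with the 10x Genomics 3' v3.1 dual-index chemistry, per the labels' protocols. Each of the 2 groups has 1 library, named here the WT NOD library and the library labelled NOD.Cxcl16-/-. The number of animals behind each library is not stated in the labels.

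The deposited matrices hold raw UMI counts per gene and cell barcode, whole numbers with no normalisation. Per the file headers they were made with Cell Ranger 7.0.1. The genome build, the annotation and whether intronic reads were counted are stated neither in the labels nor in the file headers. Of the gene IDs in the files, 32235 occur in GENCODE release M21 for the mouse build GRCm38, whose coordinates are used below for genes named by the same ID. The lowest total of any barcode was 500 UMIs in both libraries, so the matrices hold barcodes that had already been called as cells.

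Barcodes with fewer than 500 detected genes (1582 in the WT NOD library and 311 in the other) or with over 10% mitochondrial UMIs (53 and 84) were left out. Doublets were scored with a re-implementation of the scheme of Scrublet, with 2 simulated doublets per barcode, and the highest-scoring barcodes of each library were removed at a share fixed at 0.8% for each 1000 barcodes. This removed 1537 barcodes (11.1%) of the WT NOD library and 891 (8.44%) of the other. The number removed is therefore set by the number of barcodes and was not estimated from the scores. After these steps 20040 cells remained, 10717 and 9323 per library.

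For clustering, counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes were taken after leaving out immunoglobulin and T-cell receptor, mitochondrial, ribosomal protein and haemoglobin genes, pancreatic marker genes, Cxcl16, Xist and genes that followed 10 cell-cycle genes with a correlation above 0.3. The cells of both libraries were clustered together on 50 principal components, with 20 neighbours and Leiden resolution 1, which gave 29 clusters. No batch correction was applied, since library and genotype coincide. Clusters were named from a table of markers for 20 cell classes, by the class whose markers were highest, where at least 3 markers were each detected in 20% of the cells or more. A cluster stayed unnamed when its 10 leading genes held more markers of another class than of its own.

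The marker table, the gene lists, the comparisons, the rule for naming genes and 17 of the alternatives were fixed before the data were examined. The clustering settings and several naming thresholds were not. They were set after 10 clusterings had been looked at, with the number of cells per library in each cluster in view. Those thresholds left unnamed a cluster whose cells had a median UMI count under 0.4 of their library's median, a T-cell class without Cd3e and a cluster with over 95% of its cells from 1 library, and they split a cluster with a marker score above 1.5 for more than 1 class, in at most 2 rounds. A further threshold of this kind, and a few values of single genes, are not reported here. The general naming rules and these thresholds together left 8 clusters unnamed and 13 classes named. The share of each library in the unnamed clusters is given with the class shares. Settings that had been tried and set aside are among the 11 alternatives chosen after seeing the data, as are the 3 ways of narrowing the macrophage-like class.

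With 1 library per group, no difference between the genotypes can be tested, cells are not replicates, and no p-value is given. UMIs were summed over the cells of a class in each library and scaled to the class total, as CPM. Ratios are the library labelled NOD.Cxcl16-/- over the WT NOD library, on the log2 scale with 1 CPM added to both. Values of CPM carry exact Poisson intervals, shares carry exact Clopper-Pearson intervals and medians of lists carry intervals from 1000 Poisson draws, all at the 95% level, and all cover counting error only. Shares of cells with a UMI of Cxcl16 or Cxcr6 were compared after each cell was thinned to 2000 UMIs, with shallower cells left out. Of the 10 gene lists, 4 were measured in CD8 T-like and 6 in macrophage-like cells, and the median log2 ratio of a list is given with its percentile among 10000 random lists of the same size, drawn for each gene from the 100 genes nearest in expression. Such a percentile is a description of these libraries. CD8 T-like and macrophage-like cells were clustered again on 30 components at resolution 0.6.

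Genes were named by a rule of size in each of 4 classes with at least 200 cells per library. A gene needed 100 UMIs over both libraries and 50 CPM in the higher one, and the kinds of genes left out of the clustering were left out here too, apart from Cxcl16, Xist and cell-cycle genes. The 5 genes with the largest log2 ratio in each direction were named where the ratio reached 1.5-fold, and so were the 5 in each direction with the largest smallest change over the 4 classes. Cxcl16, Cxcr6 and genes of the fixed lists may be named besides. Subset shares, and class shares where a leading gene of the class differed by 1.5-fold or more between the libraries, are given without reading a direction from the clusters alone.

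The gene ratios, the rule for naming genes and the list percentiles were tested on simulated data. These were Poisson counts drawn from the real summed class profiles, with 200 genes changed by known folds. Cell filters, doublet removal, clustering, the naming of classes, thinning and variation between libraries were not simulated. The share of intervals that held the true ratio therefore speaks for counting error alone. The direction of the changed genes was recovered in 100% of cases in each of the 4 classes. The median absolute error was 0.04 log2 units over 2965 genes in CD8 T-like and over 2997 in CD4 T-like cells, 0.05 over 2807 genes in B-like cells and 0.07 over 2872 genes in macrophage-like cells, and the 95% intervals held the true ratio for 96.0%, 96.5%, 93.5% and 96.0% of the changed genes. All 10 genes named in each class were changed ones. Of 20 unchanged lists per class, 17, 18, 20 and 20 fell within the central 95% of random lists in the same order of classes.

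Alternatives varied the gene and mitochondrial filters, the treatment of doublets, the clustering, the assignment of cells to classes, the total and scaling of CPM (with the TMM factors of edgeR), the CPM added, thinning, the counting of low-UMI barcodes and the macrophage-like cells used, 1 at a time. The nearest class of a low-UMI barcode was the one whose pooled profile gave its counts the highest multinomial likelihood. Each such barcode had to go to 1 of the 13 named classes, so one that holds no cell of these classes could not be set apart. Named cells left out of the profiles and thinned to the median depth of these barcodes were returned to their class in 99.8% of cases for B-like, 95.0% for cDC2-like, 94.2% for macrophage-like, 90.7% for CD4 T-like, 79.1% for Treg-like and 66.2% for CD8 T-like cells. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, leidenalg 0.10.2, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16, the last for scaling factors alone.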

Results

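Leukocytes sorted from the pancreatic islets of female NOD mice aged 12 weeks were profiled by droplet-based single-cell RNA sequencing, with 1 library from WT NOD mice and 1 from NOD mice labelled as lacking Cxcl16. CXCL16 is a transmembrane chemokine that binds the receptor CXCR6 on activated T cells and also acts as a scavenger receptor for oxidised lipids. The comparison asks how loss of the gene changes the makeup and the transcriptomes of the immune cells in the islet. The WT NOD library held 13859 barcodes and 93553185 UMIs, with a median of 3808 UMIs and 1523 genes per barcode. The library labelled NOD.Cxcl16-/- held 10554 barcodes and 98681133 UMIs, with medians of 5054 UMIs and 1906 genes. After filtering, 10717 cells with 56652387 UMIs and 9323 cells with 76789234 UMIs were kept, at medians of 3849 and 4886 UMIs per cell. No group has a replicate library, so no difference reported here has a replicate check, and the intervals given, all at the 95% level, cover counting error only.

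The targeted gene was examined first. Cxcl16 (ENSMUSG00000018920) lies on chromosome 11, at 70453983 to 70459984 on the minus strand of GRCm38, and has 5 exons in the annotation used. The last exon, from 70453983 to 70455444, holds the 3' untranslated region, where reads of a 3' library fall. Over all barcodes Cxcl16 stood at 103 CPM (9668 UMIs) in the WT NOD library and at 102 CPM (10062 UMIs) in the library labelled NOD.Cxcl16-/-. Over the kept cells it stood at 81.6 CPM (interval 79.3 to 84.0) and 96.3 CPM (94.1 to 98.5), a log2 ratio of 0.24, which became -0.026 when doublets were kept. The level over all kept cells also depends on the makeup of each library, since macrophage-like cells made up 2.02% and 6.05% of them. A transcript counted as Cxcl16 was thus present in the library labelled as the knockout. This leaves the label unsettled, since an allele that leaves a transcript with an intact 3' end could give it as well. The library is therefore called by its label throughout, and no direction given below is attributed to the genotype.

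By CPM the transcript was lower in macrophage-like, cDC2-like, cDC1-like and migratory DC-like cells of the library labelled NOD.Cxcl16-/-, and higher in plasma cell-like and plasmacytoid DC-like cells. In macrophage-like cells it stood at 696 CPM (659 to 733; 1375 UMIs) in the WT NOD library and at 307 CPM (297 to 318; 3169 UMIs) in the other, 44.2% of the WT NOD level and a log2 ratio of -1.18 (-1.27 to -1.09). The alternative that moved this ratio most was keeping doublets, which gave -0.60. The ratio was -0.48 in cDC2-like cells (369 against 264 CPM), -0.31 in cDC1-like cells (301 against 242 CPM) and -0.71 in migratory DC-like cells (944 against 577 CPM), and it was -0.11 in cDC2-like cells with doublets kept. B-like cells, which served as background with CD4 and CD8 T-like cells, held 2.58 and 2.29 CPM. After thinning to 2000 UMIs, 64.7% (56.7 to 72.2) of macrophage-like cells had a Cxcl16 UMI in the WT NOD library and 47.6% (43.1 to 52.1) in the other. This left out 61 and 64 shallower cells. Unthinned, the shares were 68.7% and 79.3% at median depths of 6922 and 11369.5 UMIs per cell, an order opposite to that of the CPM and therefore not read. The thinned shares were 39.2% and 36.8% in cDC2-like cells (6 and 5 cells left out; 76.8% and 78.4% unthinned at median depths of 11866 and 12441 UMIs) and 37.7% and 38.8% in cDC1-like cells (2 and 4 left out; 89.1% and 92.2% at 20284 and 20230.5 UMIs), so neither class showed a clear drop by this measure. In migratory DC-like cells they were 80.7% (68.1 to 90.0) and 61.3% (50.6 to 71.2), lower with intervals that overlap (3 and 4 left out; 91.7% and 80.4% at 13085.5 and 11868 UMIs). The thinned background in B-like cells was 0.558% and 0.611%, with 85 and 61 cells left out, 1.30% and 1.24% unthinned, and median depths of 4550 and 4589 UMIs. In plasma cell-like cells Cxcl16 had 7 UMIs (2.91 CPM) in the WT NOD library and 197 UMIs (39.3 CPM) in the other. In plasmacytoid DC-like cells it had 2 and 38 UMIs, a ratio of 14.7 with a counting interval of 3.80 to 126.

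**Figure D1:**
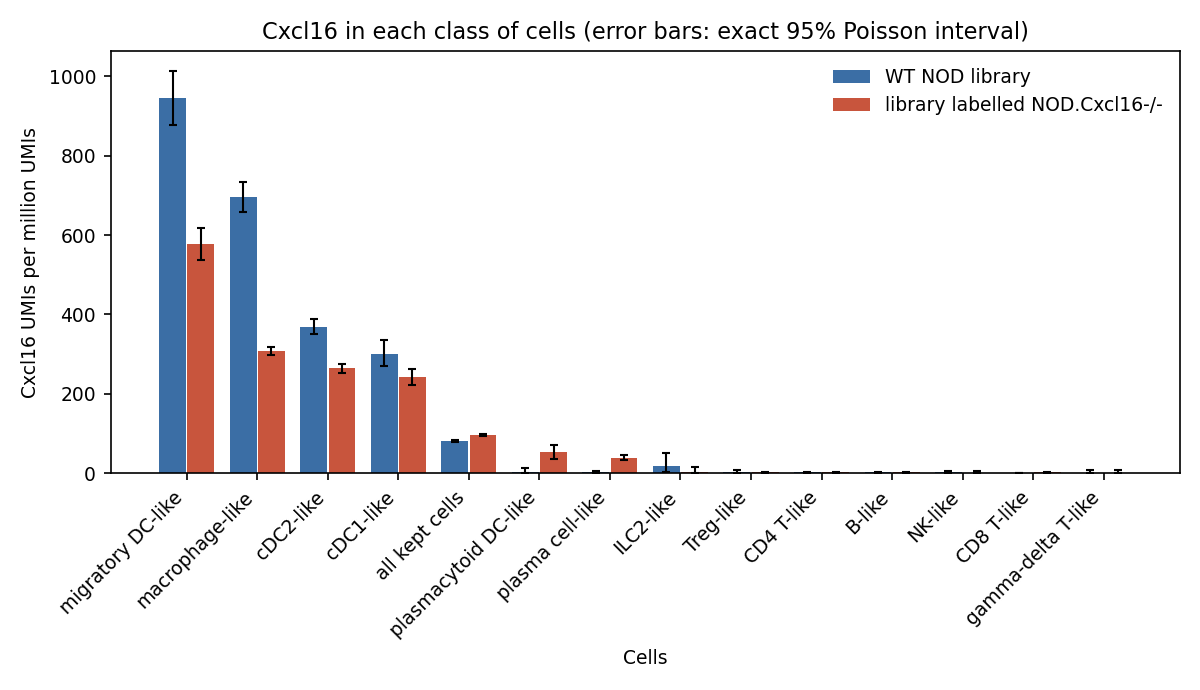
Cxcl16 level of each cell class (CPM, with exact Poisson intervals for counting error) in the 2 libraries. Macrophage-like cells stood at 696 CPM in the WT NOD library and 307 CPM in the library labelled NOD.Cxcl16-/-, and B-like cells at 2.58 and 2.29 CPM.

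Cxcr6 (ENSMUSG00000048521), which encodes the receptor of CXCL16 and lies on chromosome 9 at 123806475 to 123811760 on the plus strand of GRCm38, was measured in the same way. In CD8 T-like cells it stood at 233 CPM (226 to 241) in the WT NOD library and at 300.3 CPM (291 to 310) in the library labelled NOD.Cxcl16-/-, a log2 ratio of 0.36. The ratio was 0.30 in CD4 T-like, 0.44 in Treg-like, 0.41 in NK-like, 0.66 in ILC2-like and 0.23 in gamma-delta T-like cells, the class with the highest level (1021 and 1201 CPM). Over all kept cells the ratio was -0.17. In the unnamed cells it was -0.10 (-0.19 to -0.005), at 287 and 268 CPM, opposite in direction to these classes. B-like cells held 1.87 and 2.93 CPM. The thinned share of CD8 T-like cells with a Cxcr6 UMI was 27.2% and 29.8%, with 105 and 63 cells left out, against 43.2% and 47.2% unthinned at median depths of 5428 and 5613 UMIs. The thinned share in B-like cells was 0.310% and 0.255%.

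The makeup of the sorted population was compared next, as shares of all kept cells. The 13 named classes covered most cells, and the 8 unnamed clusters held 32.5% of the WT NOD library and 9.71% of the library labelled NOD.Cxcl16-/-. Most of that gap came from 2 clusters of barcodes with few UMIs, with 27.1% of the WT NOD cells (2907 cells) and 4.81% of the others (448 cells). The remaining unnamed cells were 2 clusters with germinal-centre or proliferating B-cell genes (0.131% and 0.976%), a T-cell cluster led by interferon-induced genes (0.644% and 0.0215%) and others (4.62% and 3.90%).

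B-like cells made up 15.8% of the WT NOD library and 21.7% of the library labelled NOD.Cxcl16-/-, a difference of 5.88 percentage points (4.78 to 6.97). Treg-like cells made up 3.59% and 6.50%, a difference of 2.91 points (2.29 to 3.53), and cDC2-like cells 3.46% and 7.14%, a difference of 3.68 points (3.05 to 4.32). The cDC2-like cluster had 4 of its markers detected, but Ifitm1, Ifitm3, Cfp and Il1b were among its leading genes and no marker of the class was, so the name rests on little. NK-like cells made up 3.28% and 3.27%. Gamma-delta T-like cells made up 0.868% and 1.24%, a difference of 0.376 points (0.087 to 0.674). None of the leading genes of these 5 classes differed by 1.5-fold or more between the libraries.

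At least 1 leading gene did differ in clusters of the CD8 T-like (Hist1h2ap, log2 ratio -1.82), CD4 T-like (Dapl1, -0.83) and macrophage-like (Cxcl13, -2.52) classes, so their sizes were also measured from the fixed markers alone, with each cell assigned by itself. CD8 T-like cells made up 18.4% and 16.7% by cluster, a difference of -1.66 points (-2.72 to -0.60), and the difference was -9.70 points from the markers alone. CD4 T-like cells made up 16.2% and 21.7%, a difference of 5.59 points (4.49 to 6.69), and 1.71 points from the markers. Macrophage-like cells made up 2.02% and 6.05%, a difference of 4.02 points (3.47 to 4.59), and 3.17 points from the markers. Clustered again, as described below, 13 and 188 of these cells lay in a subset led by immunoglobulin genes. The subset with the highest macrophage marker score held 37 and 121. Part of the macrophage-like difference therefore rests on cells of uncertain identity. The CD8 T-like difference was 0.144 points (-0.847 to 1.14) with at least 200 genes per cell, within counting error of 0, so it depended on that filter. Leading genes of plasma cell-like (1.84% and 2.31%), migratory DC-like (0.560% and 1.04%), cDC1-like (0.513% and 1.09%), ILC2-like (0.411% and 0.858%) and plasmacytoid DC-like cells (0.597% and 0.644%) differed as well, and these shares were not compared.

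The low-UMI clusters weighed on every share. With these clusters left out of the total, 7810 and 8875 cells remained. The B-like difference fell to 1.08 points (-0.20 to 2.35) and the CD4 T-like difference to 0.676 points (-0.60 to 1.95), both within counting error of 0, as was the gamma-delta T-like difference at 0.116 points (-0.233 to 0.461). The other differences were -7.65 points for CD8 T-like, 1.90 points for Treg-like, 3.58 points for macrophage-like, 2.75 points for cDC2-like and -1.06 points for NK-like cells. One of these clusters, with 1701 and 245 cells, had Gzmk, Nkg7 and Cd8a among its leading genes and was not counted as CD8 T-like. Its highest marker score, 2.55, was for the endocrine-like class, with 0 markers of that class detected. The other, with 1206 and 203 cells, shared Ifitm1, Ifitm2, Ifitm3 and Ms4a6c with the leading genes of the cDC2-like cluster, although none of that class's markers was detected in it. Counting each with the class whose leading genes it shares, one of 3 alternatives on these barcodes chosen after the values had been seen, gave shares of 34.2% and 19.3% for CD8 T-like cells, a difference of -14.9 points and the largest move of any class share, and 14.7% and 9.32% for cDC2-like cells, a difference of -5.39 points. This counts too many where a cluster is mixed. At Leiden resolution 2 the low-UMI clusters included one with Gzmk and Cd8a among its leading genes (850 and 84 cells) and one led by Cd79a, with Ebf1 (816 and 156 cells). Counting the 814 and 156 cells of the latter that lie in the 2 low-UMI clusters as B-like gave 23.4% and 23.4% for that class, a difference of -0.047 points (-1.23 to 1.14). Counting each low-UMI barcode with the class of the nearest profile placed 246 and 62 of these in the B-like class. It gave differences of -12.3 points for CD8 T-like, 3.79 for CD4 T-like, 2.08 for Treg-like, 4.28 for B-like, 3.43 for macrophage-like and -0.316 points (-1.09 to 0.460) for cDC2-like cells (8.50% and 8.18%). The cDC2-like difference therefore depended on how these barcodes were counted, and so did the B-like one.

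**Figure D2:**
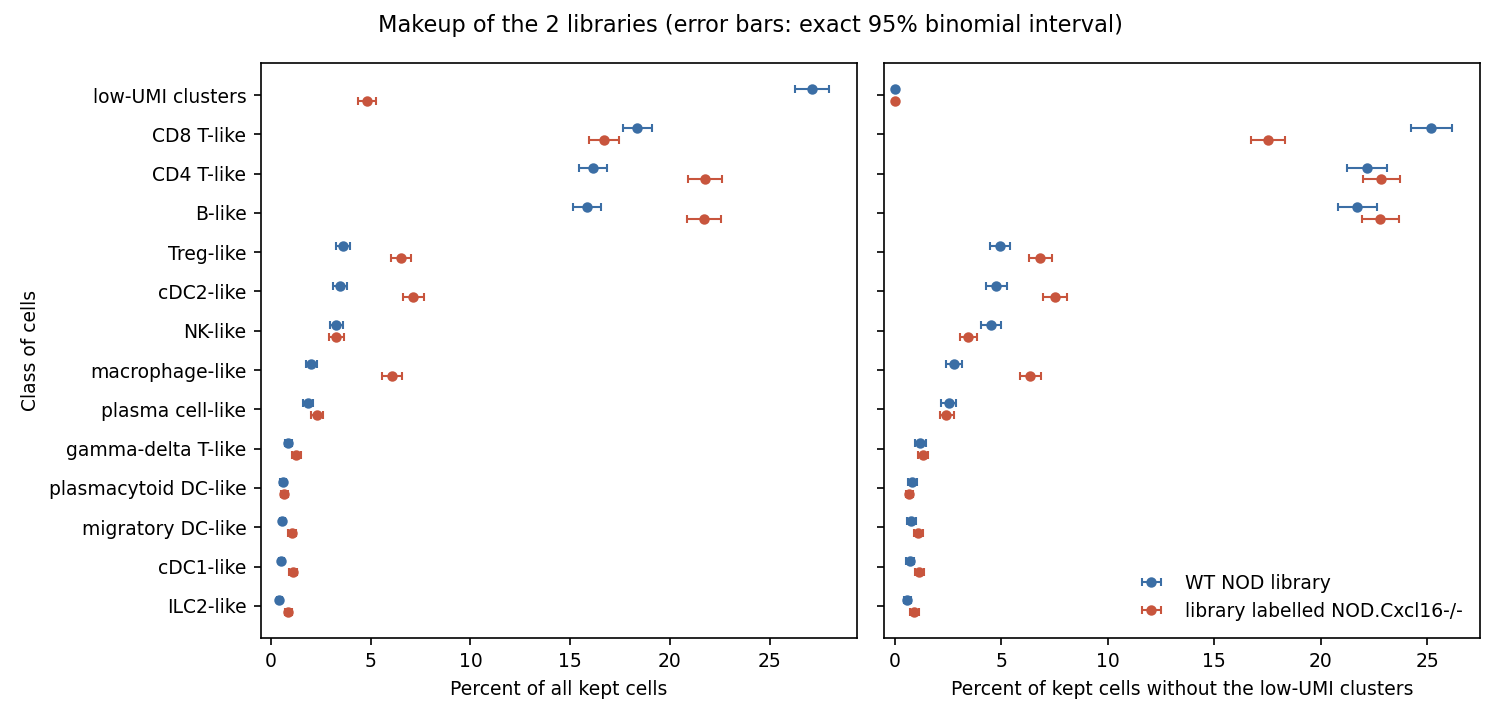
Share of kept cells in each named class (percent, with exact Clopper-Pearson intervals for counting error) in the 2 libraries. B-like cells stood at 15.8% and 21.7% and macrophage-like cells at 2.02% and 6.05% in the WT NOD library and the library labelled NOD.Cxcl16-/-, before the low-UMI clusters were taken out of the total.

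Whether CD8 T cells differed in state was addressed with 4 fixed lists in 1967 and 1556 CD8 T-like cells. Directions again run between the libraries, since the Cxcl16 level leaves the knockout label unsettled. The median log2 ratio of all 2965 genes that passed the filters was 0.04 in this class. The effector list of 14 genes had a median of -0.26 (-0.30 to -0.20), below all of the 10000 matched random lists, with 11 genes lower in the library labelled NOD.Cxcl16-/-. The alternative that moved it most was keeping cell-cycle genes in the clustering, which gave -0.39. Ifng stood at 188 and 134 CPM (log2 ratio -0.48), Ccl4 at 496 and 325 CPM (-0.61), Gzmb at 126 and 104 CPM (-0.28) and Ccl5 at 9836 and 8311 CPM (-0.24), while Zeb2 (0.38) and Tbx21 (0.25) were higher. The inhibitory receptor list of 12 genes had a median of 0.20 (0.16 to 0.28), at percentile 99.9, with 9 genes higher and 3 lower. Ctla4 stood at 0.33, Havcr2 at 0.03 and Lag3 at -0.23. The list also holds genes that are not inhibitory receptors, such as Tnfrsf9 (0.45), Tox (0.18) and Rgs16 (-0.16). Its median is therefore not a measure of inhibitory receptors alone. The residency list of 8 genes had a median of 0.28 (0.25 to 0.44), above 99.99% of the random lists, with Ahr at 1.19, Xcl1 at 0.64 and Cxcr6 at 0.36 but Cd69 at -0.08 and Itga1 at -0.26. These 3 directions held under each scaling alternative. The stem-like list of 12 genes, which shares Xcl1 with the residency list, had a median of 0.09 (0.04 to 0.15) at percentile 83.5, with Ccr7 at 0.40, and it was not apart from matched random lists.

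Clustering the CD8 T-like cells again gave 7 subsets. Subset 0, highest for the effector and inhibitory receptor lists and led by genes such as Entpd1, Havcr2 and Mki67, held 24.0% of the CD8 T-like cells of the WT NOD library and 18.8% of those of the library labelled NOD.Cxcl16-/-, a difference of -5.17 points (-7.90 to -2.40). Its leading genes differed by at most 0.37 log2 units. The difference was -0.209 points (-2.21 to 1.83) at subset resolution 1, within counting error of 0, so it depended on that setting. Subset 1, highest for the stem-like list, held 18.9% and 16.8%, sizes that were not compared. Subset 6, highest for the residency list, held 3.36% and 8.55% and was led by Tnfsf8, which differed by 1.62 log2 units, and by Nrn1, so these sizes were not compared. The remaining 4 subsets held 18.1% and 17.3%, 15.5% and 17.9%, 14.2% and 13.4%, and 5.999% and 7.33%, and were not compared either, since a leading gene of each differed by over 1.5-fold.

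The scavenger function of CXCL16 was addressed with 6 lists in 217 and 564 macrophage-like cells, whose median depths were 6922 and 11369.5 UMIs. Clustered again, this class proved to be a mixture. Subset 2 had the highest macrophage marker score and 37 and 121 cells. Subset 0 was led by proliferation and T-cell genes (87 and 142 cells), subset 1 by immunoglobulin genes, Jchain and Slpi (13 and 188 cells), subset 3 by monocyte genes such as Ly6c2 and Ccr2 (61 and 57 cells) and subset 4 by Ins1 and Ins2 (19 and 39 cells). Subset 5 held 0 of the 217 WT NOD cells, for which 3 cells would be 1.38% and the exact upper limit is 1.69%, and 17 cells of the other library. Immunoglobulin and T-cell receptor genes took 0.136% of the UMIs of the class in the WT NOD library and 5.27% in the library labelled NOD.Cxcl16-/-. Shares of subsets 0 to 4 were 40.1% and 25.2%, 5.99% and 33.3%, 17.1% and 21.5%, 28.1% and 10.1%, and 8.76% and 6.91%. They were not compared, since leading genes of each subset differed by over 1.5-fold between the libraries. At subset resolution 0.3 the difference for the subset highest for the lipid handling list changed from 4.40 points (-2.17 to 10.4) to -13.8 points. Every list is therefore given for the whole class, as planned, and for subset 2 alone, an alternative chosen after the values of the class had been seen.

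For the whole macrophage-like class, with directions between libraries that the Cxcl16 level does not tie to the genotype, the interferon response list of 15 genes had a median log2 ratio of -0.52 (-0.66 to -0.44), below all random lists, with all 15 genes lower in the library labelled NOD.Cxcl16-/-. Irf7 stood at 331 and 53.6 CPM (-2.61), Ifit3 at 54.6 and 12.2 CPM (-2.07) and Cxcl9 at 3304 and 1898 CPM (-0.80). In subset 2 the median was -0.19 (-0.30 to -0.04) at percentile 5.63, within the central 95% of random lists. There 10 genes were lower, with Irf7 at -1.56, and 5 were higher, with Ifit1 at 0.38. The lipid handling list of 20 genes had a median of -0.33 (-0.43 to -0.18) at percentile 0.08, but -0.08 (-0.35 to 0.18) at percentile 39.8 in subset 2, and it turned positive with doublets kept (0.047), thinned cells (0.052) or the mean of each cell's CPM (0.0059). The MHC class II list had a median of -0.30 (-0.34 to -0.26) at percentile 1.24, and 0.10 (0.03 to 0.24) at percentile 73.0 in subset 2. The inflammatory list had a median of -0.20 (-0.23 to -0.13) at percentile 11.4, and 0.27 (0.21 to 0.52) at percentile 99.7 in subset 2. The largest move of any list was its value of 0.46 with each library clustered on its own. The sterol synthesis list had medians of 0.04 (-0.22 to 0.20) at percentile 48.6 and 0.06 at percentile 72.9. The antioxidant list had medians of 0.07 (-0.16 to 0.12) at percentile 83.1 and 0.08 at percentile 88.6, so neither was apart from random lists. Of the 6 lists, the interferon response list alone had the same sign in the whole class, in subset 2 and under each scaling alternative while lying outside the central 95% of random lists in the whole class.

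**Figure D3:**
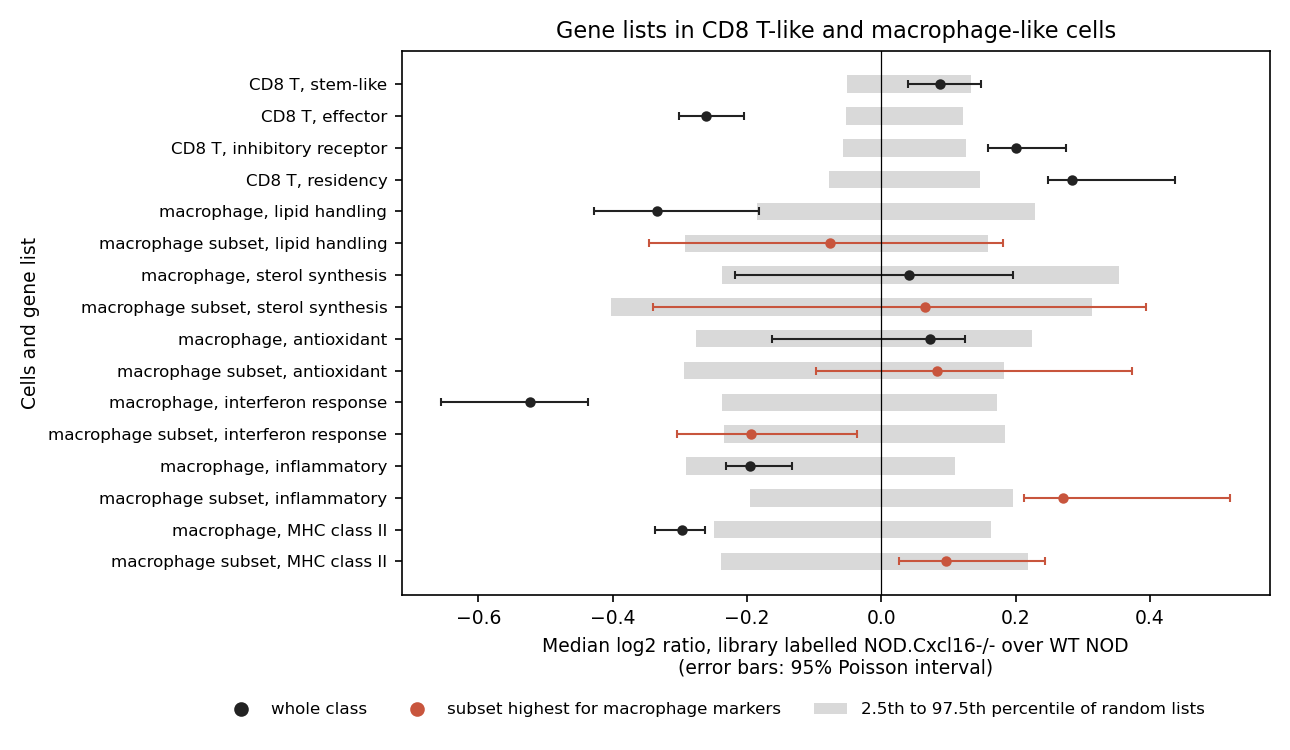
Median log2 ratio of each fixed gene list (library labelled NOD.Cxcl16-/- over WT NOD, bars for counting error) beside the central 95% of 10000 matched random lists, for CD8 T-like cells, all macrophage-like cells and macrophage-like subset 2. The effector list lay at -0.26 and the residency list at 0.28, and the inflammatory list changed sign from -0.20 in the whole class to 0.27 in subset 2.

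Genes were then ranked by the size of their change in each of 4 classes, again as a difference between libraries that the Cxcl16 level does not tie to the genotype. In CD8 T-like cells the genes most raised in the library labelled NOD.Cxcl16-/- were Nrn1 (29.2 and 64.0 CPM, log2 ratio 1.10, 0.96 to 1.30), Tbc1d4 (0.96), Cd74 (0.94), Ikzf2 (0.90) and Capg (0.90), of which Cd74 had 43.5% of its UMIs in 10 cells of that library and reversed to -0.57 with cells assigned one by one. The most lowered were Hist1h2ap (189 and 52.6 CPM, -1.82, -1.97 to -1.72), Gm10260 (-1.16), Polr2l (-0.93), Gm10076 (-0.87) and Ifi27l2a (1648 and 971 CPM, -0.76). In CD4 T-like cells the most raised were Apoe (2.88), Spp1 (1.81), Ube2c (1.46), Igfbp7 (1.37) and Mki67 (0.95), which reversed to -0.033 with doublets kept. In the library labelled NOD.Cxcl16-/-, 10 cells held 88.4% of the UMIs of Apoe, 52.3% for Spp1, 48.3% for Ube2c and 41.3% for Igfbp7. Apoe ranged from 0.44 with cells assigned one by one to 3.00 with at least 1000 genes per cell. Ube2c ranged from 0.18 with doublets kept to 3.63 with each library clustered on its own. The most lowered were Hist1h2ap (-1.33), Gm10260 (-1.32), Gm10076 (-0.88), Dapl1 (-0.83) and Igfbp4 (-0.81). Nrn1, Hist1h2ap, Dapl1 and Igfbp4 also lead clusters of their class.

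In B-like cells Pclaf (6.56 and 69.3 CPM, log2 ratio 3.22) and Top2a (1.18) were most raised, with 71.6% and 57.2% of their UMIs in 10 cells of the library labelled NOD.Cxcl16-/-, and both reversed when cell-cycle genes were kept in the clustering (-0.56 and -0.48). They were followed by Stip1 (54.6 and 124 CPM, 1.17), Hsph1 (1.00) and Gm19951 (0.93). The most lowered were Gm10260 (-1.30), Gm10076 (-0.93), Ifi27l2a (-0.91), Ifi214 (-0.86) and Ccl5 (-0.82). Ccl5 stood at 75.0 and 42.0 CPM in B-like cells against 9836 and 8311 CPM in CD8 T-like cells. Free RNA from T cells was therefore not excluded for it. In macrophage-like cells Slpi (5.32), Gm30211 (5.30, with 5 UMIs in the WT NOD library), Mzb1 (4.801), Dach1 (4.12, also with 5 UMIs) and Eaf2 (2.87) were most raised. In subset 2 the first 3 of these were -2.03, -0.69 and -0.36, Dach1 was 5.66 and Eaf2 was 0.94, where Gm30211 stood at 3.37 and 1.70 CPM, Dach1 at 1.68 and 135 CPM and Eaf2 at 3.37 and 7.37 CPM, so these values rest on few UMIs. The most lowered were Pla2g2d (-3.12), Hp (-2.95), Irf7 (-2.61), Cxcl13 (-2.52) and Saa3 (-2.31), with 99.6%, 89.7%, 40.5%, 81.9% and 97.3% of their WT NOD UMIs in 10 cells. In subset 2 Pla2g2d, Irf7, Cxcl13 and Saa3 were also lower, while Hp stood at 5.05 and 0 CPM, too low to be read. The alternative that moved any named gene most was the macrophage-like subset, for Slpi. Hp and Saa3 were 3.13 and 1.35 with each library clustered on its own.

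A further set of genes was shifted alike in all 4 classes, out of 1894 genes that passed the filters in each. Log2 ratios in CD8 T-like, CD4 T-like, B-like and macrophage-like cells were 0.83, 0.78, 1.00 and 1.10 for Hsph1, 0.60, 0.74, 1.17 and 0.72 for Stip1, and 0.79, 0.75, 0.86 and 0.78 for Wdr89. They were 0.87, 0.84, 0.74 and 0.99 for Gm14164 (ENSMUSG00000068062) and 0.60, 0.59, 0.55 and 0.60 for Tecpr2. On the lower side, Gm10260 (ENSMUSG00000069117) stood at -1.16, -1.32, -1.30 and -0.84, Ifi27l2a at -0.76, -0.73, -0.91 and -1.18, and Gm10076 (ENSMUSG00000060143) at -0.87, -0.88, -0.93 and -0.70. Ubb stood at -0.70, -0.65, -0.69 and -0.79 and Ly6a at -0.45, -0.68, -0.50 and -0.52. Reads of Gm10260 and Gm10076 can be shared with near-identical genes, so their values are uncertain. None of these 10 genes changed sign in any of the 4 classes under the alternatives run.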

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

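The tests with cell-cycle genes kept in the clustering, with 30 components, with 15 neighbours, with clusters neither split nor held to the added thresholds, with the low-UMI clusters out of the total, with low-UMI barcodes counted in 3 ways and with the 3 narrower sets of macrophage-like cells were chosen after the result was seen, and the other 17 alternatives were planned. No paired analysis was possible because each group has 1 library. Each of 92 results was recomputed under the alternatives that apply to it, 28 in all. For the 22 results that answer a comparison, 270 of 374 values stayed within counting error of the reported one, 86 moved beyond it and 18, in 7 results, changed the sign of a reported value beyond counting error of 0. Reversed below means such a change of sign, however close to 0 the new value lies. A further 6 values, in 3 results whose reported value lay within counting error of 0, crossed 0 as well: the sterol synthesis list (reported 0.04, lowest -0.37), the antioxidant list (0.07, lowest -0.099) and the share difference of the macrophage-like subset highest for the lipid handling list (4.40 points, lowest -13.8). For the 70 ratios of single genes, 1103 of 1320 values stayed within counting error, 205 moved (72 away from 0 and 133 toward it) and 12 changed sign, in 9 ratios. Unless construction is named as the cause below, the cause was not tested. Directions run between the libraries, since the Cxcl16 level leaves the label of the library labelled NOD.Cxcl16-/- unsettled.

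In macrophage-like cells the log2 ratio of Cxcl16 ranged from -1.25 to -0.60 and in cDC2-like cells from -0.50 to -0.11, so both were negative under every alternative that gave them. The effector list in CD8 T-like cells ranged from -0.39 to -0.14, the inhibitory receptor list from 0.14 to 0.28, the residency list from 0.23 to 0.36 and the stem-like list from 0.03 to 0.16. The interferon response list in macrophage-like cells ranged from -0.67 to -0.09. Differences in share ranged from 1.90 to 3.31 points for Treg-like, from 3.17 to 5.51 points for macrophage-like and from -5.39 to 4.12 points for cDC2-like cells. Leiden resolution 0.5 gave no cDC2-like class and so no share or Cxcl16 ratio for it.

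With at least 200 genes per cell, which adds shallow barcodes by construction, the difference in share was, reversed but within counting error of 0, 0.144 points (-0.847 to 1.14) for CD8 T-like cells, 6.90 for CD4 T-like, 7.27 for B-like and 3.45 for macrophage-like cells, and the interferon list stood at -0.43. With at least 1000 genes per cell the differences were -5.93 for CD8 T-like, 2.07 for CD4 T-like, 2.17 for Treg-like, 2.12 for B-like and 2.71 points for cDC2-like cells, the interferon list stood at -0.67 and the MHC class II list at -0.34. With the low-UMI clusters out of the total, where a smaller denominator for the WT NOD library raises its shares by construction, the differences were -7.65 for CD8 T-like, 0.676 for CD4 T-like, 1.90 for Treg-like, 1.08 for B-like and 2.75 points for cDC2-like cells. With those clusters counted with the class of their leading genes, which adds more WT NOD cells by construction, the difference was -14.9 points for CD8 T-like cells and, reversed, -5.39 points for cDC2-like cells. With each low-UMI barcode counted with the class of the nearest profile the differences were -12.3 for CD8 T-like, 3.79 for CD4 T-like, 2.08 for Treg-like, 4.28 for B-like, 3.43 for macrophage-like and, reversed, -0.316 points for cDC2-like cells. With the low-UMI cluster led by B-cell genes at Leiden resolution 2 counted as B-like, the B-like difference reversed to -0.047 points. The last 2 values lay within counting error of 0. With 30 components the CD4 T-like difference was 4.04 points.

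With cells assigned one by one from the markers, the differences were -9.70 for CD8 T-like, 1.71 for CD4 T-like, 1.94 for Treg-like, 4.43 for B-like, 3.17 for macrophage-like and 1.53 points for cDC2-like cells. The Cxcl16 ratio was -0.95 in macrophage-like and -0.23 in cDC2-like cells. The effector list stood at -0.19 and the inhibitory receptor list at 0.28. In macrophage-like cells the lipid handling list stood at -0.16, the interferon list at -0.31 and the MHC class II list at -0.26, and the inflammatory list reversed to 0.029. Cd74 in CD8 T-like cells reversed to -0.57.

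With cell-cycle genes kept in the clustering, the differences were -5.56 for CD8 T-like and 4.15 points for CD4 T-like cells, the effector list stood at -0.39 and the residency list at 0.23. Cd74 in CD8 T-like cells reversed to -0.20, and Pclaf and Top2a in B-like cells to -0.56 and -0.48.

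With each library clustered on its own, the macrophage-like difference was 5.51 points and the Cxcl16 ratio of that class -0.90. Its lipid handling list stood at -0.15, sterol synthesis at 0.20, antioxidant at 0.34, interferon at -0.094 and MHC class II at -0.25, and the inflammatory list reversed to 0.46. Hp reversed to 3.13 and Saa3 to 1.35.

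With doublets kept, the Cxcl16 ratio was -0.60 in macrophage-like cells, -0.11 in cDC2-like cells and, reversed, -0.026 in all kept cells. The effector list stood at -0.14 and the interferon list at -0.097. The lipid handling list reversed to 0.047, the inflammatory list to 0.26 and the MHC class II list to 0.16. Mki67 in CD4 T-like cells reversed to -0.033. The share difference of the CD8 T-like subset highest for the effector list was -1.56 points.

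With the mean of each cell's CPM, the Cxcl16 ratio was -0.70 in macrophage-like, -0.37 in cDC2-like and 0.17 in all kept cells. The stem-like list stood at 0.16, the effector list at -0.16, sterol synthesis at 0.37, antioxidant at 0.14 and interferon at -0.20. The lipid handling list reversed to 0.0059, the inflammatory list to 0.084 and the MHC class II list to 0.0082, and Top2a in B-like cells to -0.0076. This mean gives deep cells no more weight than shallow ones, by construction.

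With cells thinned to 2000 UMIs, the Cxcl16 ratio was -0.84 in macrophage-like and -0.32 in cDC2-like cells. The sterol synthesis list stood at -0.37, interferon at -0.38 and MHC class II at -0.17. The lipid handling list reversed to 0.052, the inflammatory list to 0.012 and Top2a in B-like cells to -0.12. With the total taken without immunoglobulin, T-cell receptor, mitochondrial, ribosomal protein and pancreatic genes, the macrophage-like values were -1.06 for Cxcl16, 0.19 for antioxidant, -0.41 for interferon, -0.082 for inflammatory and -0.18 for MHC class II. With the TMM factors, which shift CD8 T-like ratios by -0.06, the stem-like list stood at 0.031, the effector list at -0.32, the inhibitory receptor list at 0.14 and the residency list at 0.23.

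With the macrophage-like subset highest for macrophage markers alone, of 37 and 121 cells, the Cxcl16 ratio was -0.63, the lipid handling list -0.076 and the interferon list -0.19. The inflammatory list reversed to 0.27 and the MHC class II list to 0.10. Slpi, Gm30211 and Mzb1 reversed to -2.03, -0.69 and -0.36; the alternative removes the cells that hold plasma cell transcripts by construction. With cells over 1% immunoglobulin or T-cell receptor UMIs left out (214 and 494 cells), the Cxcl16 ratio was -0.94, lipid handling -0.10, antioxidant 0.13, interferon -0.33 and MHC class II -0.082, and the inflammatory list reversed to 0.0026. With macrophage-like cells of at least 5000 UMIs (121 and 400 cells), the inflammatory list stood at -0.25 and the MHC class II list at -0.36.

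At subset resolution 1 the share difference of the CD8 T-like subset highest for the effector list was -0.209 points (-2.21 to 1.83), within counting error of 0. At subset resolution 0.3 the difference of the macrophage-like subset highest for the lipid handling list was -13.8 points.

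Depth limits the macrophage-like results most. That class had 1976956 UMIs in the WT NOD library against 10314643 in the other. Gm30211 and Dach1 rest on 5 WT NOD UMIs each, so their ratios are the least precise of the genes named by size. The Cxcl16 ratio of plasmacytoid DC-like cells, from 2 WT NOD UMIs, is less precise still, with a log2 interval of 1.93 to 6.98.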

Other observations

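The tests on germinal-centre B cells, on the origin of the low-UMI barcodes, on the macrophage-like cells with plasma cell transcripts, on Ubb, on the B-like and CD4 T-like shares and on cDC2-like cells among the low-UMI barcodes were chosen after the result was seen, and the tests on genes shifted alike, on the class shares as a whole, on the Cxcl16 level and on the interferon cluster were written down before theirs. None of these patterns has a replicate library. A difference of genotype stays open for each of them and was not tested, since genotype and library coincide. Each direction runs between libraries, since the Cxcl16 level leaves the knockout label unsettled.

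The library labelled NOD.Cxcl16-/- held Cxcl16 transcript at 44.2% of the WT NOD level in its macrophage-like cells, against 2.29 CPM in its B-like cells, which share the free RNA of the library. The log2 ratio of that class, -1.18, was -0.63 in macrophage-like subset 2 and -0.60 with doublets kept, so the level depended on the cells used. A library from mice with an intact gene could give such a level, and so could an allele that leaves a transcript with an intact 3' end, a mixed sample, or reads counted over a reporter or truncated gene. By CPM the level was lower beyond counting error in macrophage-like, cDC2-like, cDC1-like and migratory DC-like cells, and higher in plasma cell-like cells (2.91 and 39.3 CPM) and plasmacytoid DC-like cells (3.56 and 52.3 CPM, from 2 and 38 UMIs). Nothing in the counts shows the structure of the transcript. The label and the allele cannot be told apart here, because a 3' library counts the end of the transcript only. The read alignments over the 5 exons would settle it and were not used here.

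A T-cell cluster led by Ifit3, Ifit1 and Slfn1 held 69 cells of the WT NOD library and 2 of the library labelled NOD.Cxcl16-/-. The median doublet score of the cluster, 0.0965, was above the median of other T-like cells (0.0563) and below their 95th percentile (0.149), so the score alone leaves doublets open. The depth argues against them: its WT NOD cells had a median of 4290 UMIs (3837 to 4672) against 4644 in CD4 and CD8 T-like cells, while a T-like cell paired with a low-UMI barcode would hold 6046. A candidate explanation is an interferon response of the whole WT NOD library, from infection, handling or disease stage. Without that cluster, the median log2 ratio of the interferon response list was -0.197 in CD8 T-like, -0.10 in CD4 T-like, -0.37 in B-like and -0.52 in macrophage-like cells, at percentiles 0.02, 0.68, 0.00 and 0.00. All 4 were negative, but the values in CD4 T-like and, narrowly, CD8 T-like cells were closer to 0 than the -0.20 set in advance. Members went both ways in 3 classes. A response of the whole library and one of fewer cells cannot be told apart, with 1 library per group.

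The 10 genes shifted alike in all 4 classes might reflect DNA of the strain in which the targeted allele was made, carried along near Cxcl16 on chromosome 11. That is argued against as the source of the set: 69 genes within 20 Mb of Cxcl16 had a mean smallest shift at percentile 53.03 of matched lists, and 9 of the 10 genes lie elsewhere. Free RNA from lysed cells was examined too. Of the 10 genes, 0 were over 10 times higher in one class than in the median class, and the largest such ratio was 5.71, for Ifi27l2a. This cannot decide the question, since a gene had to reach 50 CPM in the higher library of each of the 4 classes to be in the set. Cells outside the named classes, such as islet cells, were not compared either. Ubb is the 1 gene of the set inside the window, 7.90 Mb from Cxcl16, where chance gives 0.364 genes. A linked variant for Ubb and chance cannot be told apart from 1 gene.

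Stress during dissociation is a further candidate explanation for the shared shifts, because Hsph1, Stip1 and Ubb, of which the first 2 rose and Ubb fell, belong to the heat shock and protein turnover response. A list of 17 stress genes had medians of -0.07 in CD8 T-like, -0.15 in CD4 T-like, -0.05 in B-like and -0.32 in macrophage-like cells, lower in the library labelled NOD.Cxcl16-/-, with a largest percentile of 2.73 among matched lists. Most members were lower, 10, 14, 10 and 16 of the 17 in that order of classes, and 8 were lower in all 4, such as Jund (-0.26, -0.33, -0.37 and -0.32). Hsp90aa1 alone was higher in all (0.38, 0.40, 0.67 and 0.63), so the list does not show a heat shock part that rose. The list as a whole goes with more stress in the WT NOD library, while Hsph1 and Stip1 were higher in the other. Stress in handling and a difference in biology cannot be told apart without a second preparation.

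Low-UMI barcodes made up 27.1% of the kept WT NOD cells and 4.81% of the others. Shallower sequencing of the WT NOD library is argued against, since the median UMIs of its B-like cells were 99.2% of those of the other library, and 94.7% in CD4 T-like cells. Cells that lost their nucleus are a candidate explanation. Malat1, a nuclear transcript, took 0.706 of the share of UMIs in low-UMI barcodes that it took in named cells of the nearest class in the WT NOD library, and 0.639 in the other. In the WT NOD library the ratio lay between 0.497 (cDC1-like) and 0.856 (CD4 T-like) over the 6 classes with at least 100 such barcodes, as this explanation needs. In the other library it was 1.06 for Treg-like cells, from 33 barcodes, and under 1 for the rest. Both libraries show it, so it may describe what these barcodes are, not why the WT NOD library has more of them.

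That excess bears on the class shares. With at least 1000 genes per cell, 6 of the 6 share differences examined kept their sign beyond counting error, which argues against unequal retention of low-UMI barcodes in the total as the source of all of them, but not against cells of a class having become low-UMI barcodes. For B-like and CD4 T-like cells it stays open. Taking the low-UMI clusters out of the total left differences of 1.08 and 0.676 points, within counting error of 0, while at least 1000 genes per cell left 2.12 and 2.07 points. Counting a low-UMI cluster led by B-cell genes at Leiden resolution 2 as B-like left -0.047 points, but by nearest class 246 of the 814 WT NOD barcodes so counted were B-like, and counting all low-UMI barcodes by nearest class left 4.28 and 3.79 points. For these classes a real difference in share and the unequal number of low-UMI barcodes cannot be told apart. Treg-like and macrophage-like cells kept differences of 1.90 and 3.58 points without the low-UMI clusters, and of 2.08 and 3.43 points with low-UMI barcodes counted by nearest class. Part of the macrophage-like difference rests on its subset 1, of 13 and 188 cells, whose identity is unsettled. Subset 2, highest for macrophage markers, held 37 and 121 cells.

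For cDC2-like cells the difference was 2.75 points without the low-UMI clusters. A candidate explanation is that cDC2-like cells lie among the low-UMI barcodes. The count by nearest class went with it but cannot settle it. That count had to place every barcode in a named class, and 2907 of them came from the WT NOD library against 448 from the other. Counting each low-UMI barcode with the class of the nearest profile added 540 and 97 cells and took the difference to -0.316 points (-1.09 to 0.460), within counting error of 0. One low-UMI cluster, of 1206 and 203 cells, shares leading genes with the cDC2-like cluster. Its profile was nearest to the cDC2-like class in both libraries, by a narrow margin: correlations were 0.448 against 0.403 for macrophage-like cells in the WT NOD library, and 0.358 against 0.298 for cDC1-like cells in the other. The cDC2-like share is therefore not read as larger in either library. The other low-UMI cluster was nearest to CD8 T-like cells (0.561 and 0.419) as a whole, but low-UMI barcodes also include B-like ones (258 and 76 by nearest class). Counted by nearest class, they took the CD8 T-like difference to -12.3 points, away from 0, with 66.2% of CD8 T-like cells recovered at this depth.

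Cells read as germinal-centre or proliferating B cells, marked by Rgs13 in 1 cluster and by Pclaf and Rrm2 in another, numbered 14 in the WT NOD library and 91 in the library labelled NOD.Cxcl16-/-, or 0.818% and 4.30% of B-like and germinal-centre cells together. The cluster with Pclaf and Rrm2 (6 and 50 cells) had 9 B-like markers detected, but its leading genes held more markers of another class. With at most 5% mitochondrial UMIs a cluster led by the same 2 genes, also of 6 and 50 cells, was named plasma cell-like. Its reading as B cells is therefore uncertain. The cluster with Rgs13 held 8 and 41 cells. Lymph node tissue picked up with the islets is argued against: it would bring naive T cells, and the naive clusters' share of CD4 and CD8 T-like cells differed by -3.73 points (24.6% and 20.9%). The low-UMI barcodes do not account for it either, since the difference was 0.899 points (0.153% and 1.05%) with at least 1000 genes per cell. What may remain is a tertiary lymphoid structure or a clone in few animals, and with an unstated number of animals per library neither was tested.

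Macrophage-like subset 1, with Jchain, Igha and Mzb1 among its leading genes, held 13 cells of the WT NOD library and 188 of the other. The 13 cells show no such signal, since Jchain stood at 7.75 CPM in them, below the 18.7 CPM of CD4 T-like cells of the WT NOD library. Free RNA from lysed plasma cells is argued against, since Jchain stood at 26.5 CPM in CD4 T-like cells of the library labelled NOD.Cxcl16-/-, which is 0.411% of its level in the subset (6456 CPM). Barcodes that hold a macrophage and a plasma cell stay open. The cells of the subset in that library had a median of 23281 UMIs (20678 to 25888), against 20441 in plasma cell-like cells. That is under the 29050 of a plasma cell-like and another macrophage-like cell at their medians. It is not under the 21879 of a plasma cell-like cell and a low-UMI barcode. Both sums rest on the plasma cell-like median of that library, against 4399 UMIs in the WT NOD library. If these plasma cell-like barcodes are themselves mixed, the sums are too high, so depth does not decide on pairs. The median doublet score of 0.152 was above the median of other macrophage-like cells (0.0890) and below their 95th percentile (0.173), after the highest scores had been removed. Pairs that escaped removal, macrophages holding plasma cell RNA and plasma cells with myeloid genes cannot be told apart here. Plasma cell-like cells of the same library held Cxcl16 at 39.3 CPM against 2.91 CPM in the WT NOD library, so mixed barcodes may not be limited to the macrophage-like class.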
